A study of Tetrahymena thermophila with 4 samples. Its data were reported in "Gene Network Landscape of the Ciliate Tetrahymena thermophila" (2011).

How the data were processed

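Total RNA of Tetrahymena thermophila strain CU427 was labelled with Cy3 and hybridized to Roche NimbleGen single channel arrays. Tetrahymena is a free-living ciliate, and CU427 is a laboratory strain of it. The 4 arrays fall into 2 groups of 2 by their labels. S-0 cells were collected at 0 h and S-9 cells at 9 h of starvation in Tris buffer at 200000 cells per ml, after growth in a rich peptone medium. The labels number the replicates, and nothing in them says that these came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.

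The authors deposited the probe intensity of each array on a linear scale, as written by NimbleScan 2.4.31 per the file headers, with no normalization between arrays. The mismatch column was 0 throughout and was not used. Each array held 384999 probes for 28064 features (predicted genes) and 4308 control probes of random sequence. Of the features, 24353 had 14 probes, 3165 had 13 and 546 had fewer. The authors also deposited 1 processed intensity per feature and array, made with RMA per the labels (version not given in the sources used here). These values were on a linear scale with medians of 114.605 and 114.336 at S-0 and 116.809 and 118.302 at S-9. Their log2 values correlated with the values computed here with r of 0.981 on each array, so that the scale and direction were settled. How their background was corrected was not given in the sources used here. They served as an alternative only.

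Background was corrected on each array with normexp (saddle-point fit, offset 50), which was fitted on all probes, after which the random probes were left out. The log2 intensity values were quantile normalized between arrays, and the probes of a feature were summarised by median polish (at most 10 iterations). A feature was called above background on an array when the median of its raw probe intensity was over the 95th percentile of that array's random probes. Features above background on both arrays of at least 1 group were tested, which kept 19543 of 28064 (69.6%). Group means were compared with limma (lmFit and eBayes, two-sided, default prior, all 4 arrays, no covariate), and p-values were adjusted by the Benjamini-Hochberg method over all features tested, with a threshold of 0.05. Calls were counted again at a change of at least 2-fold. The offset compresses the changes of dim features. Data were simulated for the S-9 and S-0 comparison from the levels of the S-0 arrays and the spread between them, taken as equal for all features. The changed features were drawn from those above background on all 4 arrays. With 18770 features tested, limma called 29 of 50 features raised 1.5-fold (58%), 47 of 50 raised 2-fold (94%) and 50 of 50 raised 4-fold (100%). Of 49 features lowered 4-fold it called 47 (95.9%). The median fitted log2 change was 0.71 for a true value of 1, 1.66 for a true value of 2 and -1.54 for a true value of -2. Of 18571 unchanged features 4 were called. The real S-9 arrays differed more from each other than the S-0 arrays (median SD 0.0694 against 0.0536 log2), and few features were changed in the simulation. These rates therefore do not give the error rates of the real comparison. The number of arrays limits the precision.

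The identifiers of the array could not be paired with gene names. None of the 28064 identifiers (0) was found in the reference gene table used here, which lists 26996 genes by locus tag. The rule for named genes, fixed with the design and the main alternatives before the data were examined, took the 2 features with the largest rise and the 2 with the largest fall among those past the threshold. Its other parts needed gene names or product descriptions and could not be applied. For the same reason the gene lists fixed for this organism and treatment, which covered translation, proteolysis, metabolism, cilia, transport, signalling and mating, could not be filled, and camera and fry were not run on them. The position of a probe within its feature, as the files give it, was used for length. The largest probe position stood for the length of a feature, and features with at least 10 probes entered these comparisons. They were divided by length, and all tested features by mean level, into 10 classes of nearly equal size, numbered from the shortest or dimmest.

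The alternatives were normexp with offset 0, no background correction, scaling to the same median, cyclic loess, the mean of a feature's probes, odd-numbered or even-numbered probes alone, no filter on dim features, features above background on all 4 arrays, the filter the study used, a replicate block, each array left out in turn, the authors' processed values, an intensity trend with a robust prior, limma treat against 1.5-fold and features with at least 5 probes. Alternatives for the neighbour, length and brightest-feature values, and the 99th percentile of the random probes as background, were added after seeing the data. Intervals were 95% bootstrap intervals from 1000 resamples of features, or of pairs for the correlations between neighbouring identifiers. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used.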

Results

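Gene expression was measured in CU427 cells at the start of starvation (S-0) and after 9 h in starvation buffer (S-9), with 2 arrays per group. The median raw intensity of the gene probes was 250 and 281 in S-0 replicates 1 and 2, and 323 and 338 in S-9 replicates 1 and 2. The probes of random sequence, which give the background, had medians of 146 and 167 at S-0 and 230 and 204 at S-9, so that background was higher at S-9. Features above background numbered 18704 and 19303 on the S-0 arrays and 17555 and 19163 on the S-9 arrays. At most 391 gene probes of an array reached the scanner maximum of 65535.

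**Figure D1:**
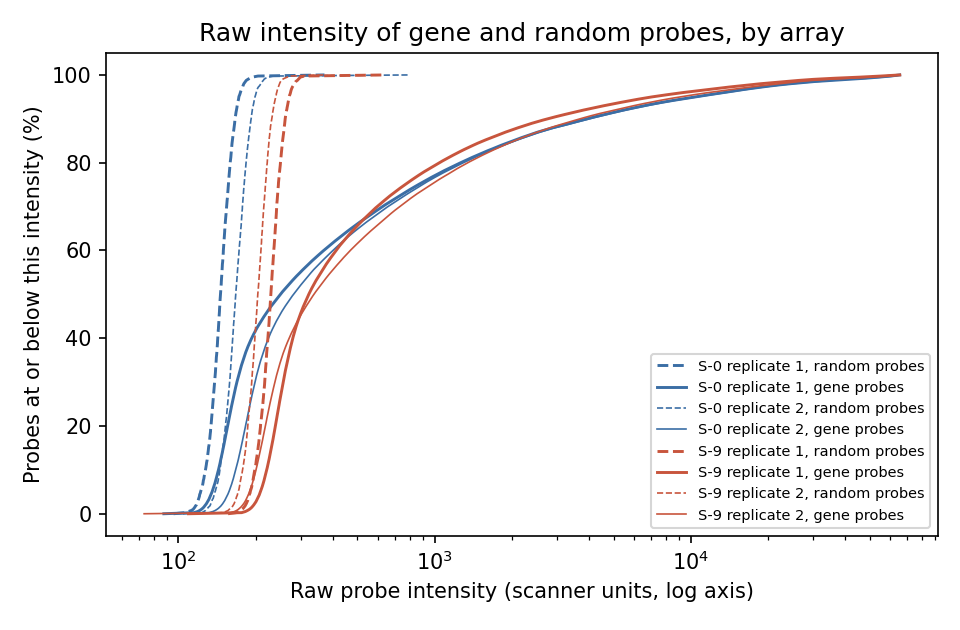
Cumulative share of probes (vertical axis) by raw intensity (horizontal log axis) for the gene probes and the random probes of each of the 4 arrays. The random probes lie in a narrow range with medians between 146 and 230, and the gene probes extend to the scanner maximum.

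The replicates of a group were close to each other and the groups were apart. Across the 19543 tested features, Pearson's r was 0.998 between the S-0 arrays and 0.995 between the S-9 arrays, against 0.818 to 0.837 between an S-0 array and an S-9 array. Features are not independent replicates, and these correlations describe the arrays. The median SD between replicates was 0.0536 on the log2 scale at S-0 and 0.0694 at S-9, and the median standard error of a change was 0.0832.

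The first question was which genes were expressed at either time. Of 28064 features, 16190 (57.7%) were above background on all 4 arrays and 6878 (24.5%) on none. Both S-0 arrays and neither S-9 array showed signal above background for 1134 features, of which 983 passed the test as lower at S-9. Both S-9 arrays and neither S-0 array showed it for 850 features, of which 830 passed as higher at S-9. These groups of features were chosen on the same arrays for signal at S-0 only or at S-9 only. That choice by itself favours the direction of the test, so the passes only describe them. The random probes were brighter at S-9, which moves with the first of these groups of features. A feature not above background has only a bound in that group, so no fold is given for these.

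The main comparison asked which genes changed between the start and 9 h of starvation. Most tested features differed between the groups of arrays, many of them by a small amount. The p-values measure only the spread between these samples, which may be technical. Of 19543 features tested, 15500 (79.3%) passed the test in limma, 7966 higher and 7534 lower at S-9. Their median absolute log2 change was 0.73, a fold of 1.66. A change of at least 2-fold was found for 5380 features (27.5%), 2534 higher and 2846 lower. Thus 47.1% of the features changed at least 2-fold were higher at S-9. With arrays scaled to the same median instead of quantile normalized, 1953 were higher and 3631 lower (35.0% higher), and the median change of all tested features was -0.09 in place of 0.03. The balance of rises and falls thus depended on the scaling. Limma treat against 1.5-fold called 6938 features and the authors' processed values gave 8652 features changed at least 2-fold.

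**Figure D2:**
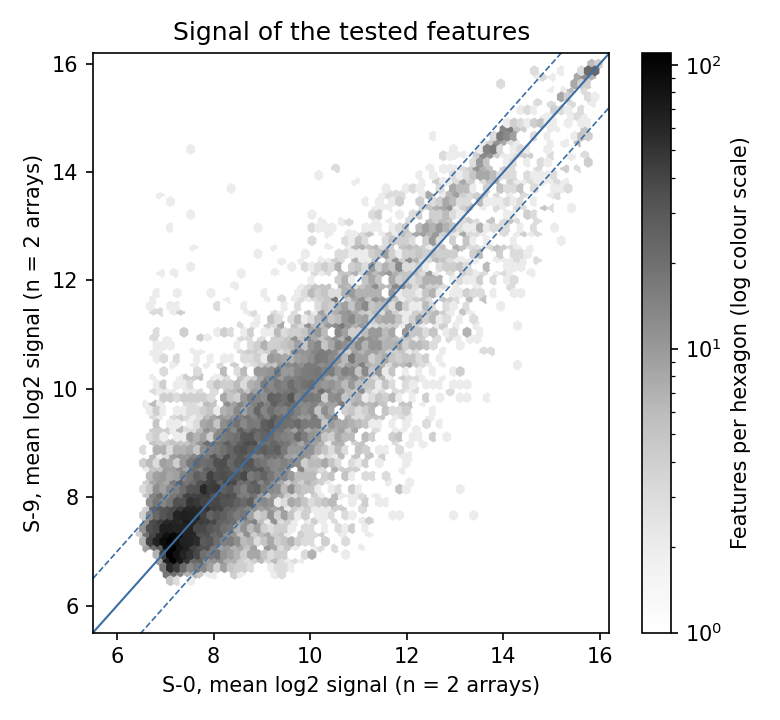
Mean log2 signal of each tested feature at S-0 (horizontal axis) and at S-9 (vertical axis), n = 2 arrays per group, with colour for the number of features. The solid line marks equality and the dashed lines mark 2-fold changes, and 5380 of 19543 features both passed the test and changed at least 2-fold.

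The numbers of large rises and large falls depended on the size of change asked for and on the processing. At least 8-fold changes were found for 317 rises and 316 falls, but for 273 rises and 432 falls with scaling to the same median. At least 16-fold changes were found for 168 rises and 102 falls, and at least 64-fold changes for 42 rises and 0 falls in limma at the adjusted threshold, with 0 falls of that size also when no threshold on p was set. Without S-9 replicate 1 there were 46 rises and 24 falls of at least 64-fold, and 133 falls of at least 16-fold. Without S-9 replicate 2 the falls of at least 16-fold numbered 50. The authors' processed values gave 663 rises and 750 falls of at least 8-fold, 361 and 315 of at least 16-fold, and 122 and 31 of at least 64-fold. With normexp at offset 0 there were 66 rises and 6 falls of at least 64-fold. Scaling to the same median gave 141 rises and 139 falls of at least 16-fold. Of the 168 features that rose at least 16-fold, 46 were not above background on either S-0 array, so that their fitted changes do not measure the size of the rise. Among features above background on all 4 arrays there were 205 rises and 268 falls of at least 8-fold, 98 and 81 of at least 16-fold, and 24 and 0 of at least 64-fold.

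The 2 features with the largest rise went from near background to among the brightest signals of the array. TETRA00S0017988 had a log2 signal of 7.07 ± 0.055 (SD, n = 2) at S-0, where 1 of 2 arrays was above background, and 15.75 ± 0.0093 (SD, n = 2) at S-9. The change was 8.68 with a standard error of 0.0759 and an adjusted p of 2.28e-09 in limma, and 14 of 14 probes were higher at S-9. TETRA00S0004079 rose from 7.11 ± 0.0825 to 15.52 ± 0.0123 (SD, n = 2), a log2 change of 8.40 with a standard error of 0.0793 and an adjusted p of 2.28e-09 in limma. Both S-0 values lay near background, so the fitted size depends on how background is handled. For TETRA00S0017988 it ranged from 7.94 with no background correction to 10.65 with the authors' processed values. For TETRA00S0004079 the range under the same alternatives was 7.57 to 10.35.

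The 2 features with the largest fall were among the brightest at S-0 and differed between the S-9 arrays. TETRA00S0027511 had a log2 signal of 15.20 ± 0.0254 (SD, n = 2) at S-0 and of 11.06 and 7.37 in S-9 replicates 1 and 2. Its log2 change was -5.99 with a standard error of 0.966 and an adjusted p of 0.000713 in limma. TETRA00S0009057 had 15.68 ± 0.0338 (SD, n = 2) at S-0 and 12.32 and 7.18 in the S-9 replicates, a log2 change of -5.93 with a standard error of 1.34 and an adjusted p of 0.00431 in limma. Without S-9 replicate 1 the changes were -7.84 and -8.50, and without S-9 replicate 2 they were -4.14 and -3.36. With an intensity trend and robust prior the calls were lost (adjusted p of 0.0854 and 0.152 in limma). Under the other alternatives that used all 4 arrays, the adjusted p in limma ranged from 3.05e-05 to 0.0134 for TETRA00S0027511 and from 0.000303 to 0.0324 for TETRA00S0009057.

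**Figure D3:**
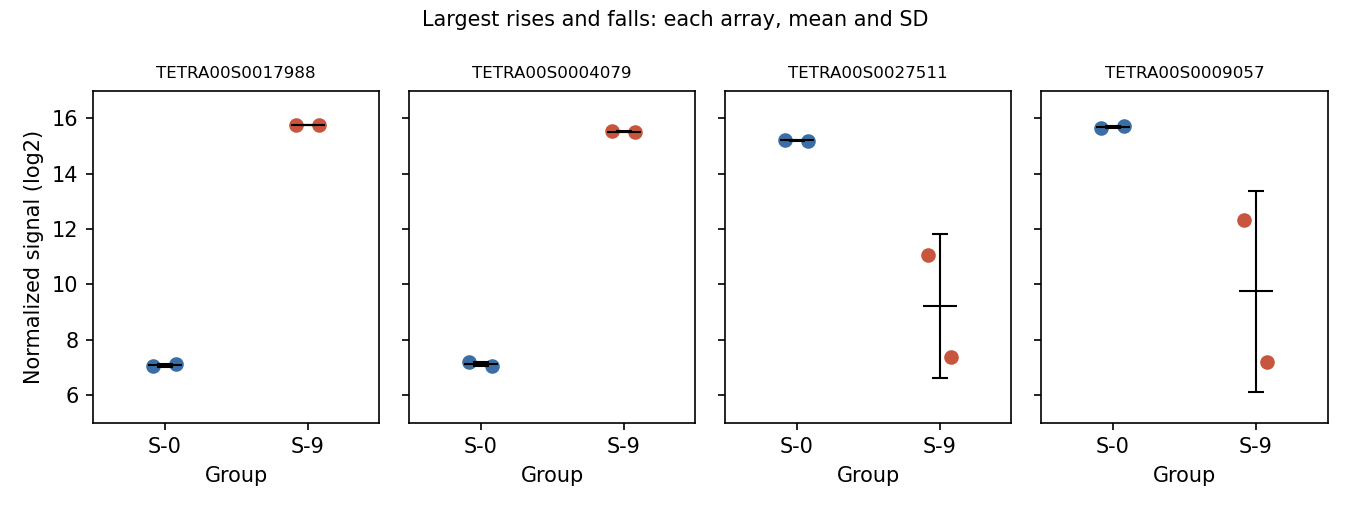
Log2 signal (vertical axis) of the 4 features with the largest rise or fall on each S-0 and S-9 array (points), with the mean and SD of 2 arrays per group. The S-9 replicates of the risen features nearly coincide, while those of TETRA00S0009057 lie at 12.32 and 7.18.

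Features that fell differed more between the S-9 arrays than features that rose. Among the 316 features that fell at least 8-fold, 307 were higher in S-9 replicate 1 than in replicate 2, with a median difference of 0.43 log2. Among the 317 that rose at least 8-fold, 87 were higher in replicate 1, with a median difference of -0.11. In 4595 features whose change was under 0.25 log2 in size the median difference was -0.02.

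**Figure D4:**
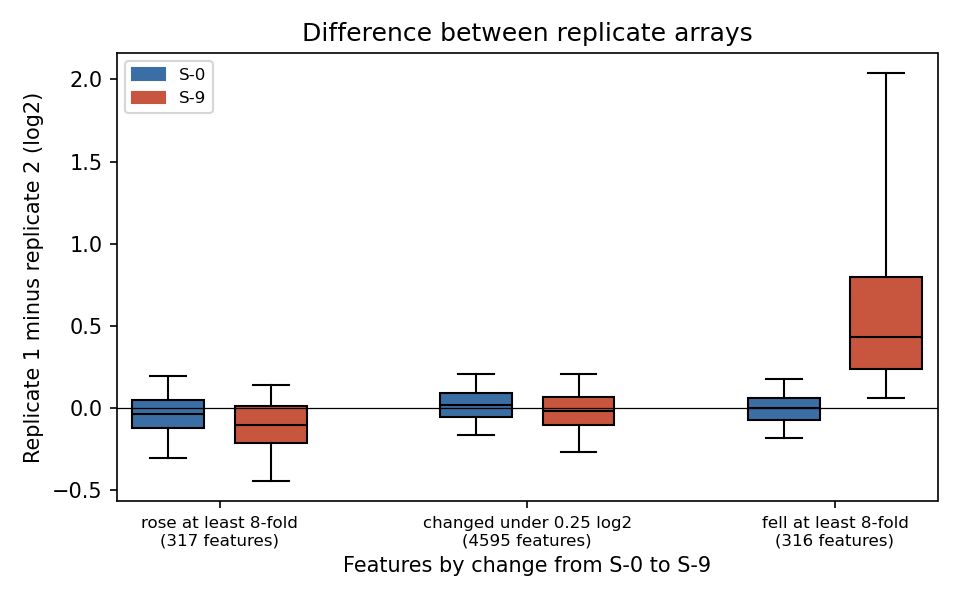
Difference in log2 signal, replicate 1 minus replicate 2 (vertical axis), with separate boxes for the S-0 arrays and the S-9 arrays. The features rose at least 8-fold (317), changed by less than 0.25 log2 (4595) or fell at least 8-fold (316). Boxes show the quartiles and median and whiskers the 5th to 95th percentile, and the median of the fallen features at S-9 is 0.43.

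The brightest features of the groups overlapped in part. Of the 500 brightest features at S-0 and the 500 brightest at S-9, 278 were shared, where independent lists would share 8.91. The S-0 replicates shared 486 and the S-9 replicates 466. Of the 500 brightest at S-0, 183 fell and 5 rose at least 2-fold. Of the 500 brightest at S-9, 87 rose and 14 fell at least 2-fold. Each list was chosen for high signal in 1 of the groups compared, which by itself favours falls in the S-0 list and rises in the S-9 list, so these counts only describe the lists. Features of intermediate to high level changed most often. In class 9 of 10 by mean level, 21.8% rose and 23.6% fell at least 2-fold, against 0.614% and 0.716% in the dimmest class, where signal near background compresses changes.

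Falls were most frequent in short features and least frequent in long ones, with the highest share in class 2 of 10 by length and not in the shortest class. In class 1, with a median largest probe position of 135, 16.4% of features fell and 9.82% rose at least 2-fold, and the median log2 change was 0.15. In class 2, with a median position of 370.5, 24.1% fell and 11.1% rose, and the median change was -0.27. In the longest class, with a median position of 5160, 4.42% fell and 14.5% rose. Spearman's correlation of length with the log2 change was 0.144 across 19456 features with at least 10 probes, which are not independent replicates. Scaling to the same median kept the direction, with 29.0% falls in class 2 and 6.58% in the longest class. The authors' processed values kept it with larger percentages, 36.6% falls and 17.3% rises in class 2 and 9.66% falls and 28.8% rises in the longest class.

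**Figure D5:**
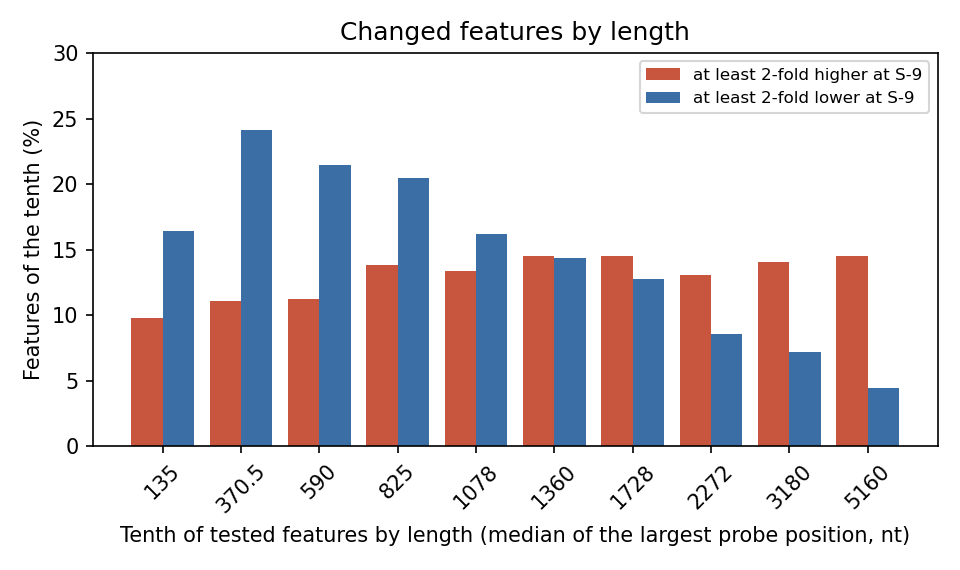
Percent of tested features at least 2-fold higher or lower at S-9 (vertical axis, bars from 0) in 10 classes of features by largest probe position (horizontal axis). Falls are 16.4% in the shortest class, 24.1% in class 2 and 4.42% in the longest, and rises are 9.82%, 11.1% and 14.5% in the same classes.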

Values the study reported

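The study drew on 67 NimbleGen single channel arrays from growth, starvation and conjugation, and the arrays described here are part of that set. Its filter on variability and mean signal removed 12,973 genes and kept 15,091. It took the 1200 most connected genes as hubs and found none that was expressed specifically in starvation.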

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

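Features left out of the main comparison for low signal were examined without the filter, a check of data the comparison did not use. Of these 8521 features, 1080 passed the test in limma and 3 had a fitted change of at least 2-fold higher at S-9, while 0 were at least 2-fold lower. Each of the 3 was above background on 1 S-9 array and on no S-0 array, so that no size is given for their changes (n = 2 arrays per group). The random probes were also brighter at S-9. No explanation was tested for these features.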

How the results depend on the processing

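The count of 15500 changed features stayed within 1.5 times under 14 of 15 alternatives that used all arrays, with at most 16271, and the exception was limma treat against 1.5-fold with 6938 calls (3331 higher, 3607 lower), because it asks for a larger change. The count of 5380 features changed at least 2-fold likewise stayed within 1.5 times in 14 of 15, and the authors' processed values gave 8652 (4200 higher, 4452 lower). It was 6738 with normexp at offset 0 and 4350 with no background correction, so this count moved with the handling of background. What made the authors' values give more was not tested. With each array left out in turn, the lone array being assumed to vary like the other group, total calls ranged from 13785 to 15536, with 7002 to 8060 higher and 6708 to 7662 lower, and at least 2-fold changes from 5372 to 5467, with 2483 to 2622 higher and 2845 to 2901 lower. Scaling to the same median turned the balance of all calls from 7966 higher and 7534 lower to 6024 higher and 7916 lower, and the named features kept their direction under all alternatives. The 2 named falls were past the threshold in 14 of 15 alternatives, and the named rises in all 14 and 15 that tested them. Replicate correlations were 0.997 and 0.998 at S-0 and 0.993 at S-9 under both alternatives. With the 99th percentile as background, 1149 features were above it at S-0 only and 885 at S-9 only. With the replicate number as a block 15267 features passed, 5380 of them at least 2-fold, and no named call changed. The labels do not say that a number marks a shared culture or day, so the numbers were not taken to pair the samples. Across features, the deviations of same-numbered arrays had an r of -0.0966, which rests on a single difference per group and cannot settle the pairing. All gene-list alternatives, with camera, an estimated correlation and fry, were not run because the identifiers could not be paired with genes. Signal over background limits the dim features, whose changes are compressed.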

Other observations

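The tests of the short bright features, of the risen features in S-9 replicate 1, of the implied share by S-0 level and of probe affinity in neighbouring identifiers were chosen after the results were seen, and the alternatives for length and neighbouring identifiers were also added then, while the other tests of explanations were fixed before their results were seen. Of 835 tested features whose probes all lie below position 100, 268 had a log2 signal of at least 12 at S-0. They moved together, with a median log2 change of 0.62 (quartiles 0.51 and 0.72), and 234 passed the test as higher and 15 as lower. The other 567 short features had a median change of only 0.04. The 227 longer features nearest to them in S-0 level went both ways, with a median of -0.48 (quartiles -1.55 and 0.48), 78 higher and 126 lower. The authors' processed values gave 0.64 for the short features. Scaling to the same median gave 0.16, with 61 higher and 27 lower, so that the size of the rise and most of the calls depended on the scaling.

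Features that fell were higher in S-9 replicate 1 than in replicate 2, and those that rose were slightly lower. A narrower signal range on the array of replicate 1 is argued against, because fallen features exceeded unchanged features of the same S-9 level by 0.47 log2 (95% interval 0.41 to 0.53). A fixed share of S-0-like RNA in replicate 1 would need a median share of 2.50%, and the ratio of its interquartile range to its median was 0.640, which lies between the bounds set for and against it. The implied share was 3.52% (quartiles 2.82 and 4.94) in the third of fallen features brightest at S-0 and 1.84% (quartiles 1.08 and 2.49) in the dimmest, which goes against an equal share, but compression of bright signal would also raise the share there and was not tested, so for the fallen features it cannot be told apart from a slower response. A fixed share at the median value is argued against for the risen features, where the gap was -0.10 (95% interval -0.13 to -0.075) and that share gives a loss of only -0.037. The loss has no interval, and the implied share was 5.83% at its 95th percentile, so a larger share was not excluded. These intervals resample features of a single pair of S-9 arrays and do not cover variation between arrays. A difference in timing or culture between the S-9 replicates stays open and untested.

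Longer features were higher at S-9 relative to shorter ones, although the median change of the shortest class was also above 0 (Spearman's correlation 0.144, and 0.134 to 0.162 under 8 alternatives). Level of expression as the whole cause is argued against, since within 10 classes of level the median correlation was 0.184 and 9 of 10 were above 0, the exception being the brightest class with -0.176. Loss of signal toward one end of the RNA is argued against as the whole cause. The 3 probes nearest either end gave correlations of 0.111 and 0.152. Signal along the features did differ between the groups. At the lowest positions the relative signal was -0.263 and -0.257 in S-0 replicates 1 and 2, and -0.307 and -0.300 in the S-9 replicates. At the highest positions it was 0.031 and 0.018 at S-0, and 0.038 and 0.044 at S-9. A partial contribution of such loss stays open, and RNA integrity was not tested. Base composition and labelling efficiency were not tested, as no probe sequences were used here. A change in which classes of genes are expressed during starvation stays open as a hypothesis.

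Neighbouring identifiers changed together. Pearson's r of the log2 change was 0.147 across 15090 neighbouring pairs, 0.0572 at a distance of 2 and 0.00084 at 20, with a permutation p of 1e-05, the smallest that 100000 resamples can give. Placement on the array is argued against, because neighbours lay as far apart on average as random pairs (ratio of distances 0.9996). Distances used 1 randomly drawn probe per feature, so closeness of only a few probes was not excluded. For 1 transcript under 2 identifiers, r was 0.194 among 9204 pairs of like level. Among pairs whose levels differ by over 2 log2 it was 0.0821 (95% interval 0.0551 to 0.108). Low and high positions of 1 feature differ that much in only 5.17% of features. If the probe sets of 1 transcript under 2 identifiers differ as often, the explanation predicts 0.0165 (95% interval 0.0139 to 0.0192) among those pairs. Under that assumption, which was not tested, the values argue against it as the whole cause. Both intervals resample pairs, which can share a feature, and that of 0.0165 holds the 5.17% fixed, so they may be too narrow. How the identifiers follow the genome is not known here, and cross-hybridization between similar genes stays open and untested.

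When the probes of a feature were split into low and high positions, the change differed between the parts in 2048 of 19456 features, 441 of them by at least 2-fold, against 60 and 29 when odd and even probes were split. The filter the study used left 15428 features on these 4 arrays.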
